# Pancreas-Specific Sirt1-Deficiency in Mice Compromises Beta-Cell Function without Development of Hyperglycemia

**DOI:** 10.1371/journal.pone.0128012

**Published:** 2015-06-05

**Authors:** Andreia V. Pinho, Mohammed Bensellam, Elke Wauters, Maxine Rees, Marc Giry-Laterriere, Amanda Mawson, Le Quan Ly, Andrew V. Biankin, Jianmin Wu, D. Ross Laybutt, Ilse Rooman

## Abstract

**Aims/Hypothesis:**

Sirtuin 1 (Sirt1) has been reported to be a critical positive regulator of glucose-stimulated insulin secretion in pancreatic beta-cells. The effects on islet cells and blood glucose levels when Sirt1 is deleted specifically in the pancreas are still unclear.

**Methods:**

This study examined islet glucose responsiveness, blood glucose levels, pancreatic islet histology and gene expression in Pdx1^Cre^; Sirt1^ex4F/F^ mice that have loss of function and loss of expression of Sirt1 specifically in the pancreas.

**Results:**

We found that in the Pdx1^Cre^; Sirt1^ex4F/F^ mice, the relative insulin positive area and the islet size distribution were unchanged. However, beta-cells were functionally impaired, presenting with lower glucose-stimulated insulin secretion. This defect was not due to a reduced expression of insulin but was associated with a decreased expression of the glucose transporter Slc2a2/Glut2 and of the Glucagon like peptide-1 receptor (Glp1r) as well as a marked down regulation of endoplasmic reticulum (ER) chaperones that participate in the Unfolded Protein Response (UPR) pathway. Counter intuitively, the Sirt1-deficient mice did not develop hyperglycemia. Pancreatic polypeptide (PP) cells were the only other islet cells affected, with reduced numbers in the Sirt1-deficient pancreas.

**Conclusions/Interpretation:**

This study provides new mechanistic insights showing that beta-cell function in Sirt1-deficient pancreas is affected due to altered glucose sensing and deregulation of the UPR pathway. Interestingly, we uncovered a context in which impaired beta-cell function is not accompanied by increased glycemia. This points to a unique compensatory mechanism. Given the reduction in PP, investigation of its role in the control of blood glucose is warranted.

## Introduction

Diabetes affects nearly 350 million people worldwide and of these, 95% of patients have type 2 diabetes, suffering from impaired insulin sensitivity and/or impaired insulin secretion. Pancreatic beta-cells, the most abundant cell type in the islets of Langerhans, are the insulin factories of the body [1].

Sirtuin1 (Sirt1) is a NAD+ dependent protein deacetylase which regulates it’s targets through modifications in the acetylation state of the proteins. There are many different proteins regulated by Sirt1 affecting multiple cellular functions, including glucose metabolism, mitochondrial biogenesis, stress resistance, apoptosis and chromatin silencing [2,3]. Sirt1 is also believed to be a potent protector from ageing-associated pathologies, such as diabetes and cardiovascular disease [3,4].

From previous studies, a consensus has been developed that Sirt1 is highly expressed in beta-cells and is a positive regulator of glucose responsiveness [5,6]. An age-dependent decline in Sirt1 activity has been suggested to contribute to the development of type 2 diabetes [7]. Islets from whole body [5] and pancreas-specific Sirt1-knock out mice [6] show lower insulin secretion in response to glucose, and in agreement, islets from beta-cell specific overexpressing Sirt1-transgenic mice presented improved insulin secretion and glucose tolerance [7,8]. These and other studies are proposing the use of Sirt1 activating drugs, such as the red wine component resveratrol, for healthy ageing and control of diabetes [4]. Nevertheless, there appears to be no consensus on the extent of beta-cell deficiency in the Sirt1 loss context with different experimental models used [5,6,9]. The overall effects of Sirt1 depletion on blood glucose homeostasis have not been accurately assessed, only vaguely interpreted, or even found to be contradictory [5,6,9]. The studies pointed at deregulated expression of Uncoupling protein-2 (Ucp2) [5], and other mitochondrial genes [6] or attributed the effects to a disruption of a Foxa2 transcriptional complex at the Pdx1 promoter [9], essential for beta-cell development and differentiation.

To better understand the role of Sirt1 in blood glucose homeostasis, we comprehensively analyzed pancreatic-specific Sirt1-deficient animals, taking in consideration not only the effects of Sirt1 loss in beta-cell function but also in other endocrine cell types and, in addition, assessed overall effects on blood glucose homeostasis.

## Materials and Methods

### Animals and *in vivo* experimentation

B6.FVB-Tg(Ipf1-cre)6Tuv/J (Pdx1^Cre^), B6;129-Sirt1^tm1Ygu^/J (Sirt1^ex4^) strains were obtained from Jackson Laboratories and bred to create the strain Pdx1^Cre^;Sirt1^ex4F/F^. The reporter strain B6.129X1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J (R26R^EYFP^) was also acquired from Jackson Laboratories. For all experiments Pdx1^Cre^;Sirt1^+/+^ were used as controls. Blood glucose measurements were performed in fed state or after 16h overnight fasting. Body weight measurements and insulin or glucose tolerance tests were performed after fasting. All animal experiments were approved by the Garvan Animal Ethical Committee (AEC approval #12–52).

### Islet isolation and *ex vivo* insulin secretion assay

Islets were isolated by pancreatic digestion, purified using a Ficoll-paque gradient (GE Healthcare, Chalfont St Giles, UK) and handpicked under a stereomicroscope. Immediately after collection, a fraction of the islets was used for RNA extraction. Remaining islets were washed in Krebs-Ringer HEPES buffer (containing 5 mmol/L NaHCO3, 1 mmol/L CaCl2, 2.8 mmol/L glucose, 10 mmol/L HEPES, and 0.1% BSA). Groups of five islets, with two replicates per animal, were incubated for 1 h at 37°C in 130 μl of Krebs-Ringer HEPES buffer containing 2.8 or 20 mmol/L glucose in a 96 well plate with a V-shaped bottom. Insulin was measured in an aliquot of the buffer by radioimmunoassay in duplicate (Millipore, Billerica, MA).

### Immunofluorescence and morphometric analysis

Mouse whole pancreas tissue was fixed in 4% formalin and processed for paraffin embedding. Antigen retrieval was performed by microwave heating in antigen retrieval solution-citrate buffered (Prosan, Merelbeke, Belgium). Detection was done using fluorochrome-conjugated secondary antibodies (Jackson Laboratory, Westgrove, Pennsylvania, USA) according to manufacturer’s instructions.

The following primary antibodies were used: anti-insulin (Guinea pig Polyclonal—C. Van Schravendijk, Diabetes Research Center, Brussels, Belgium); anti-PP (Rabbit Polyclonal—R.E. Chance, Lilly Research, Indianapolis, USA); anti-Glut2 (Rabbit Polyclonal—Alpha Diagnostic—San Antonio, Texas, USA), anti-KDEL (Mouse monoclonal – Enzo Life Sciences – Farmingdale, NY).

Pictures were acquired with ZEISS LSM7 10 NLO confocal microscope using ZEN 2009 software (Carl Zeiss, Oberkochen, Germany). Quantification of insulin and PP-positive areas and pancreas tissue area (85,29±9,58 mm^2^ spread across 3 non-consecutive sections) was performed with IPlab 4.0 software (Becton Dickinson, San Jose, CA, USA).

### Gene Expression analysis by RT-qPCR

Total RNA was isolated from islets using Purelink RNA Mini Kit (Ambion, Life Technologies, Carlsbad, CA, USA) and cDNA prepared was using Superscript III Reverse transcriptase (Invitrogen, Life Technologies, Carlsbad, CA, USA) according to manufacturer’s instructions. 10ng RNA equivalent was used for qPCR with specific primers (sequences available upon request) in the presence of Power SYBR Master Mix (Invitrogen, Life Technologies, Carlsbad, CA, USA) using the 7900H Fast Real Time PCR System (Life Technologies, Carlsbad, CA, USA). All analyses were done in duplicate. A melting curve analysis was performed for each reaction to control for product quality and specificity. The expression levels were normalized to housekeeping gene expression (Hprt and Cyclophilin A).

### Gene expression arrays and data analysis

Total RNA from whole pancreas of 6-month-old male animals was extracted using Purelink RNA Mini Kit (Ambion, Life Technologies, Carlsbad, CA, USA) and RNA quality was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA from three Pdx1^Cre^ and three Pdx1^Cre^;Sirt1^ex4F/F^ pancreata was used for hybridization in GeneChip Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) according with manufacturer’s procedures. R statistical programming language and a number of Bioconductor packages were used for the microarray analysis. Raw data (cell format) were processed using the oligo and pd.mogene.2.0.st packages. Following array quality control, these data were normalized by Robust Multi-array Average (RMA) method and annotated by the mogene20sttranscriptcluster.db package. Probes without gene annotation were excluded from the further analysis. Limma package was applied to identify differentially expressed genes between Pdx1^Cre^ and Pdx1^Cre^;Sirt1^ex4F/F^ groups. Raw data were deposited in the Gene Expression Omnibus database (accession number GSE67239). Only differentially expressed probes, detecting coding regions of the genome, with a p-value <0.01 were included for the pathway analysis. KOBAS 2.0 [10] was applied to perform pathway enrichment analysis. The hypergeometric test was selected to test statistical enrichment of KEGG and Reactome pathways, and only pathways with p-value <0.001 were listed.

### *In vivo* metabolic assays

Intraperitoneal glucose tolerance tests (2 g/kg of glucose solution, Phebra, Lane Cove, NSW, Australia) and intraperitoneal insulin tolerance tests (0.75U/Kg of Actrapid, Novo Nordisk Pharmaceuticals Ltd, Baulkham Hills, NSW, Australia) were performed in conscious mice after 16 h of fasting. Blood samples were taken via tail tipping and blood glucose was measured using an Accu-Chek Performa glucose monitor (Roche Diagnostics, Castle Hill, Australia). Serum insulin levels were analyzed using ELISA (Crystal Chem, Downers Grove, IL).

### Statistics

Results are presented as Mean ± SEM. Data were analyzed by Prism 6.0 using Student *t* test (unpaired *t* test) or two-way ANOVA and Bonferroni post-test and results considered significant when *p*<0.05.

## Results

### Beta-cells from Pdx1^Cre^; Sirt1^ex4F/F^ mice have reduced glucose-stimulated insulin secretion

We used a Pdx1^Cre^ driver line to delete Sirt1 exon 4 in the pancreas [11]. Pdx1^Cre^ animals were crossed with the reporter strain R26R^EYFP^ to verify the specificity of Cre-mediated recombination. Cre recombinase activated the expression of the reporter EYFP specifically in pancreatic cells, including exocrine and endocrine tissue (S1 Fig). Six-month-old male Pdx1^Cre^; Sirt1^ex4F/F^ mice expressed a truncated form of *Sirt1* lacking exon 4 which encodes part of the Sirt1 core catalytic domain. Tissue lysates from the total pancreas showed a protein of reduced molecular weight and both total pancreas and isolated endocrine islets presented reduced levels of Sirt1 gene expression (S1 Fig and Fig 1A). Sirt1 gene expression in islets of Sirt1-deficient mice was reduced to 3% of that found in control islets (Fig 1A).

**Fig 1:**
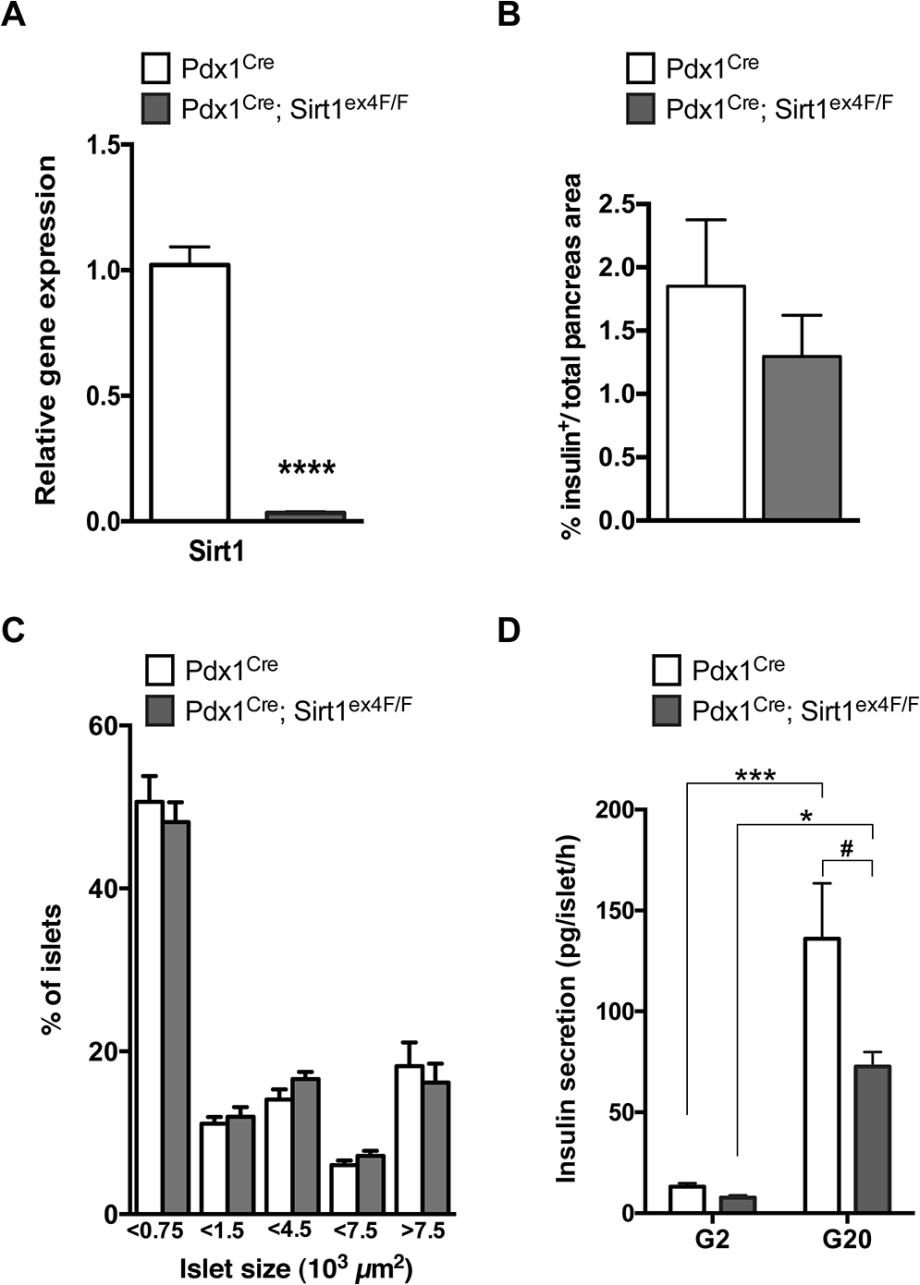
Sirt1-deficient islets present impaired glucose-stimulated insulin secretion but no changes in insulin positive islet area or islet size. A. Sirt1 transcript levels analyzed by RT-qPCR in isolated islets of Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ mice. Values are relative to the housekeeping gene. (*n*≥6, ****p<0.0001). B. Percentage of islet distribution according to size as measured by morphometry in pancreata from Pdx1^Cre^; Sirt1^ex4F/F^ and control mice. (*n =* 6). C. Relative insulin positive area over total pancreas area in Pdx1^Cre^; Sirt1^ex4F/F^ and control mice as analyzed by morphometry. (*n =* 6). D. *Ex vivo* insulin secretion in islets isolated from 6-month-old Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals. Batches of five islets were incubated in HEPES-buffered KRB containing 0.1% BSA and 2 mmol/L (G2) or 20 mmol/L glucose (G20) for 1 h. Insulin release was determined by RIA. (*n* = 5–7, *p<0.05, ***p<0.001 for the effect of glucose, # *p*<0.05 for the effect of genotype).

Despite the reduced Sirt1 expression, the relative insulin positive area quantified by immunofluorescence and the distribution of islets according to size was comparable to controls (Fig 1B and 1C). The beta-cell function however was impaired, as evidenced by a reduction in glucose-stimulated insulin secretion (GSIS) at high glucose (20mmol/L glucose, G20) in islets of Pdx1^Cre^; Sirt1^ex4F/F^ animals (72.7 ± 7.2) compared with controls (136.0 ± 27.5) (Fig 1D). The stimulation index itself was not significantly different between control and Sirt1-deficient islets.

These data illustrate that Sirt1-deficient beta-cells secrete less insulin in response to high glucose.

### Beta-cells from Pdx1^Cre^; Sirt1^ex4F/F^ mice express less Glut2, less Glp1r and have a deregulated UPR pathway

We explored the mechanisms underlying the defective GSIS in Sirt1-deficient islets by assessing changes in gene expression. Different to previous reports [5,6], we did not find a significant differential expression in mitochondrial genes or lipid metabolism genes such as *Ucp2*, *Pparg*, *Ppargc1a*, *Fasn* and *Tfam* (Fig 2A). Beta-cell transcription factors showed a tendency for decreased expression (Fig 2B) but, importantly, we did not observe a reduction in the insulin mRNA levels (*Ins2*) or genes implicated in beta-cell function (*Gk*, *Pcx*, *Gdp2*, *Abcc8*) except for the glucose transporter *Slc2a2 (Glut2)* and Glucagon-like peptide 1 receptor (*Glp1r)* (Fig 2C). Immunofluorescence confirmed that Glut2 protein expression is highly reduced at the membrane of Sirt1-deficient beta-cells (Fig 2D and S2 Fig) pointing to a defect in glucose sensing [12]. We noted that the reduction in Glut2 was less pronounced in younger mice (S2 Fig).

**Fig 2:**
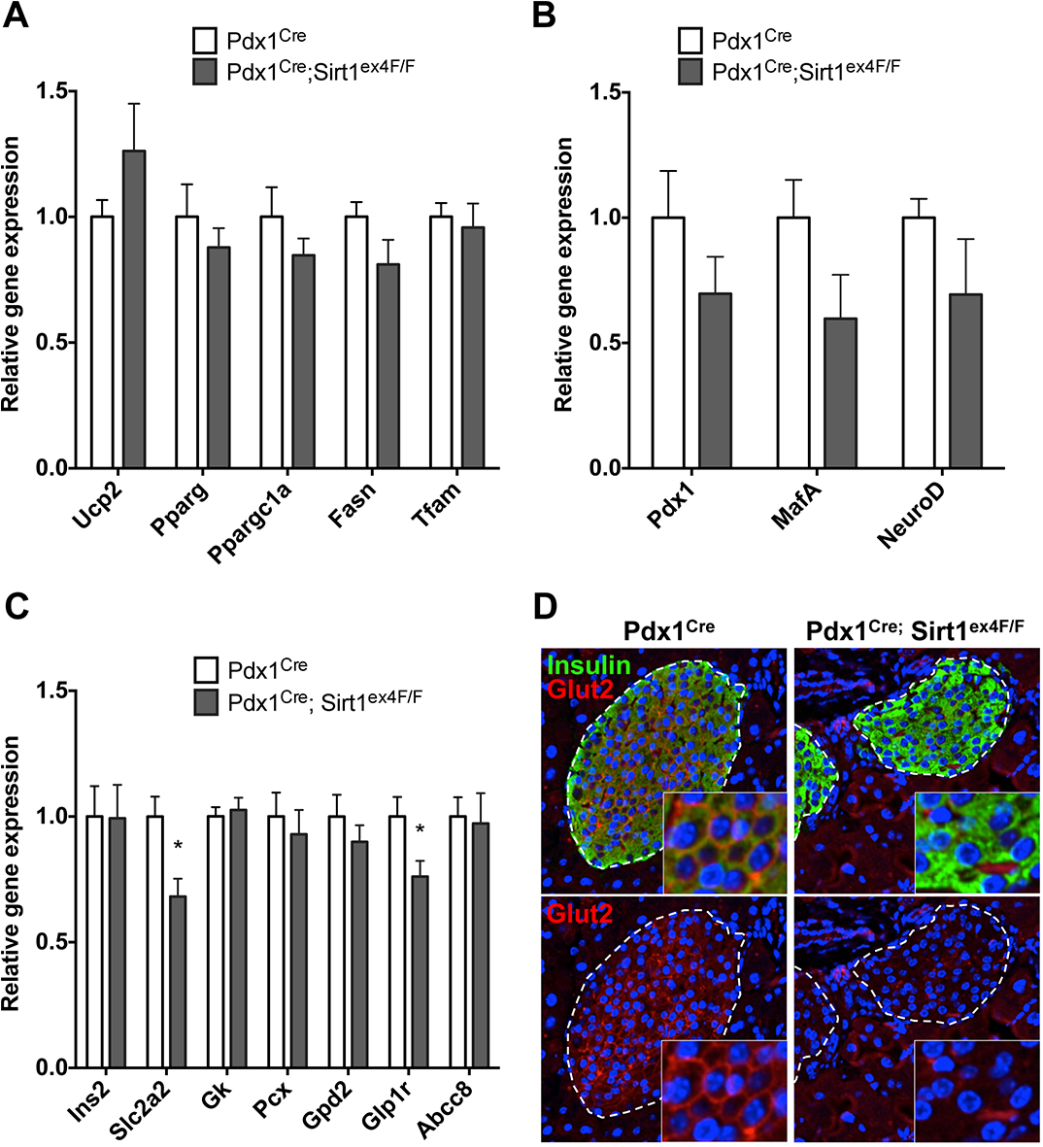
Pdx1^Cre^; Sirt1^ex4F/F^ islets have reduced expression of Slc2a2/Glut2. A. Mitochondrial and fatty acid metabolism gene transcript levels analyzed by RT-qPCR in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ isolated islets. Values are relative to the housekeeping gene. (*n*≥6). B. Endocrine transcription factors transcript levels analyzed by RT-qPCR in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ isolated islets. Values are relative to the housekeeping gene. (*n*≥6). C. Beta-cell function gene transcript levels analyzed by RT-qPCR in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ isolated islets. Values are relative to the housekeeping gene. (*n*≥6, *p<0.05). D. Immunofluorescence staining of Insulin and Slc2a2/Glut2 in islets of Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ animals. Nuclei are counterstained with DAPI. A representative picture is shown.

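Total RNA from the whole pancreas of 3 control mice (Pdx1Cre) and 3 Sirt1-deficient mice (Pdx1Cre;Sirt1ex4F/F), all males of 6 months, was hybridized to GeneChip Mouse Gene arrays, 1 pancreas per array. Sirt1, the targeted gene, was read by 1 transcript cluster (17241582), a group of probes assigned to a gene. Its log2 value was 5.81 ± 0.03 (SD, n = 3) in the control pancreata and 5.70 ± 0.12 (SD, n = 3) in the Sirt1-deficient pancreata. The control arrays read 5.84, 5.78 and 5.80 and the Sirt1-deficient arrays 5.59, 5.69 and 5.83, a log2 fold change of -0.11 (standard error 0.11, p = 0.343 from limma; exact permutation test, 2-sided, p = 0.3). The cluster summarizes probes assigned to the gene as a whole, so this value does not separate exon 4 from the exons that stay in the recombined allele, and it does not check the genotype labels. Whole pancreas also holds cells in which Cre recombinase is not active.
The values were the log2 values that the authors obtained with the Robust Multi-array Average (RMA) method, which corrects the background of each array, brings all arrays to the same distribution and summarizes the probes of each transcript cluster. The table held 41345 transcript clusters. Of these, 23521 had exactly 1 gene symbol in the platform annotation, 1814 had several and 16010 had none. Only clusters with 1 symbol were used, and where a gene had several clusters the one with the highest mean over all arrays was kept, which left 22180 genes. The correlation between any 2 arrays lay between 0.974 and 0.984 over all clusters, and the array medians lay between 4.48 and 4.57. The genotypes were compared with limma, with each fold change taken as Sirt1-deficient minus control, and a gene passed at the paper's threshold of an unadjusted p under 0.01. The first principal component held 28.9% of the variance and did not follow the genotype, with a mean score of -0.938 in the control and 0.938 in the Sirt1-deficient pancreata. The control pancreas 2 and the Sirt1-deficient pancreata 1 and 2 lay on the same side of it. The second principal component held 24.7% and separated the groups. Its scores were -14.05, -15.38 and -9.52 in the control and 18.07, 8.15 and 12.74 in the Sirt1-deficient pancreata. Along this second component the genotype and any unlabelled difference between the groups cannot be told apart. The number of arrays limits the precision of every value, and a comparison of 3 with 3 pancreata cannot reach an exact permutation p under 0.10.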

To uncover other Sirt1-regulated mechanisms, we performed a gene expression microarray analysis comparing pancreata from the 6-month-old Sirt1–deficient mice and their controls (n = 3 per group). Pathway enrichment analysis of the 257 genes differentially expressed between the two groups (p<0.01) revealed that ‘Protein processing in endoplasmic reticulum’ was one of the two pathways significantly affected in Sirt1-deficient animals (Corrected P-value<0.05) (Fig 3A). 

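Of the 22180 genes, 164 were higher and 197 were lower in the Sirt1-deficient pancreata at an unadjusted p under 0.01, 361 in all, where chance alone gives 221.8; at an unadjusted p under 0.05 there were 1477. In 355 of the 361 genes the values of the groups did not overlap, as in 11.7% of all genes, against the 10% that chance gives. After Benjamini-Hochberg adjustment 3 genes passed at an adjusted p under 0.05. They were the long noncoding RNA BC064078 (log2 fold change 2.85, standard error 0.25, adjusted p = 0.0107 from limma), Bdh2 (1.85, standard error 0.21, adjusted p = 0.0495), which encodes a cytosolic dehydrogenase of short-chain hydroxy acids, and another long noncoding RNA, Gm15915 (1.74, standard error 0.16, adjusted p = 0.0107), named here after its values were seen. The metallothionein Mt1, a metal-binding protein, was 2.19-fold higher, at a log2 value of 9.44 ± 0.22 (SD, n = 3) against 8.31 ± 0.15 (SD, n = 3). Socs2, an inhibitor of cytokine and growth hormone signaling, had a log2 fold change of 1.51 (standard error 0.32) and Cish, of the same gene family, one of -1.24 (standard error 0.24). The ribosomal protein gene Rpl3 was 1.98-fold higher. Another, Rps13, had the largest negative value, -3.27 (standard error 0.88), which rests on the Sirt1-deficient pancreata 1 and 3, at 4.89 and 4.63, while pancreas 2 read 8.75 and the controls 9.36 ± 0.34 (SD, n = 3), and it passed again only without that pancreas 2. H2az1, a histone variant gene, was 2.22-fold lower, Apod, which encodes the lipid carrier apolipoprotein D, 2.06-fold lower and the cystine transporter gene Slc7a11 1.88-fold lower. Socs2, Cish, Rpl3 and Slc7a11 have several transcript clusters, and with the mean of a gene's clusters their log2 fold changes were 0.77, -0.70, 0.47 and -0.54. That mean includes the kept cluster, so the other clusters of these genes changed far less on average. The changes of these genes therefore rest largely on the kept cluster, and the other clusters do not bear out their size. Egr1, an immediate-early transcription factor, was lower by -1.91 (standard error 0.56), with control values of 8.15, 7.14 and 5.30. The log2 fold change of Egr1 was -1.27 without the control pancreas 1, and with single arrays left out it passed again only without the control pancreas 3. Pramel34 and Zscan4b lay below the 95th percentile of olfactory receptor genes (4.66) in both groups and H2-Q10, Plac9a, Ugt2b34 and Zscan4b belong to families of similar sequence, so their values are less certain. Without the Sirt1-deficient pancreas 1 or 3, no gene passed after adjustment.

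**Figure D1:**
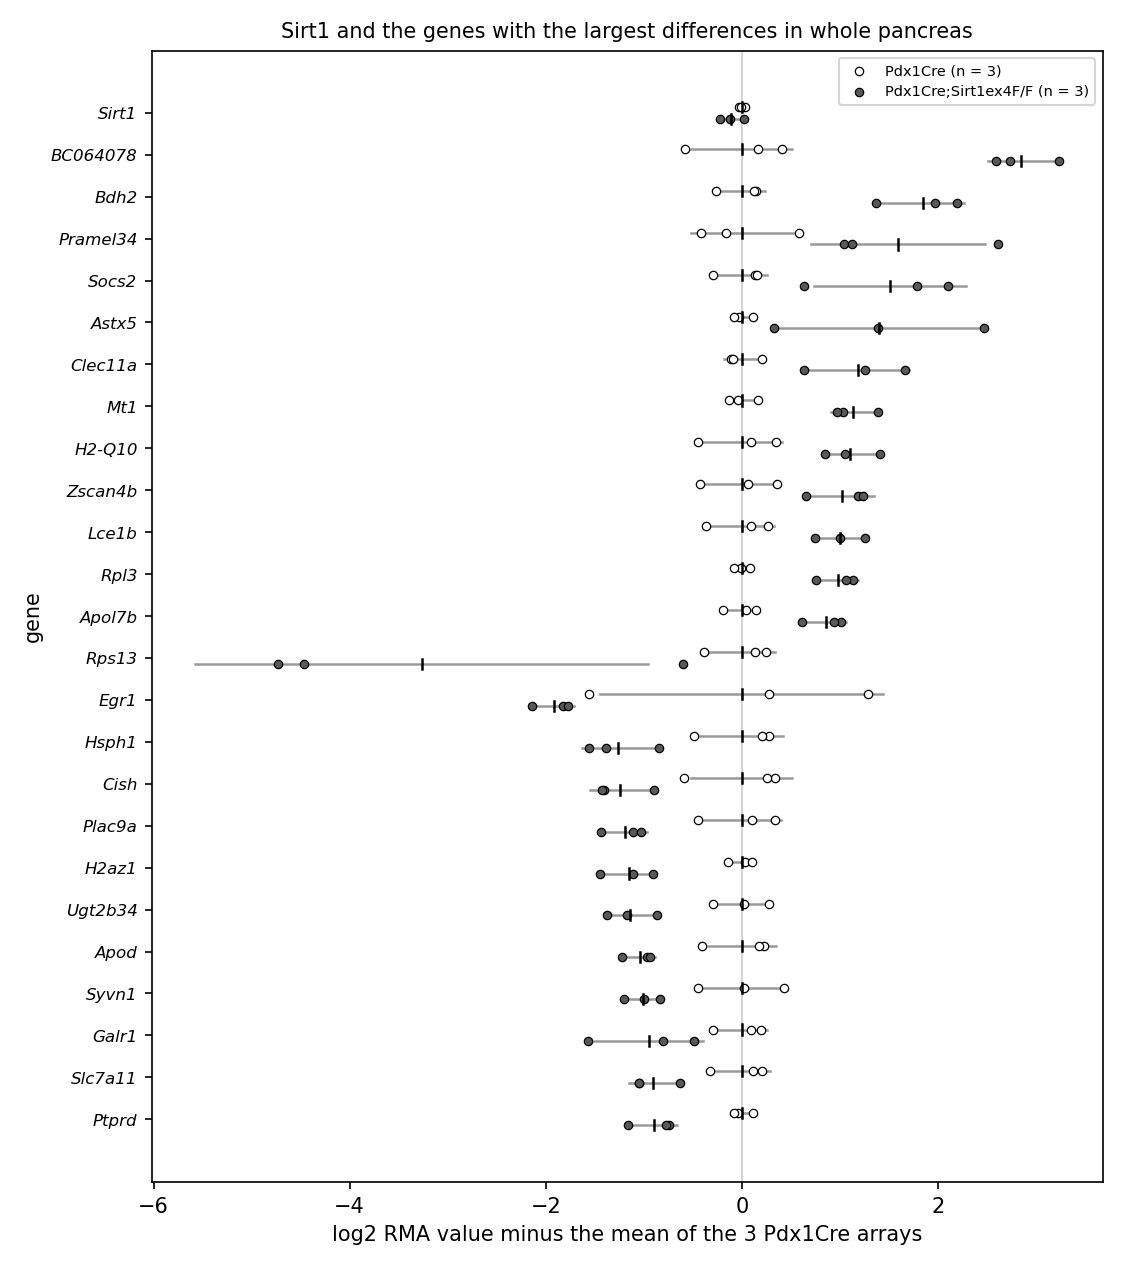
Per-array log2 RMA values of Sirt1 and of the 12 higher and 12 lower genes with the largest differences, each minus the mean of the 3 control arrays (x axis, log2 units, 1 gene per row). The 12 and 12 were taken from genes that passed without overlap of the groups. Predicted, RIKEN, microRNA, small RNA, LOC, olfactory and vomeronasal names were left out, and with them Gm15915. Open circles are control and filled circles Sirt1-deficient pancreata (n = 3 each), vertical ticks are means and lines span 1 SD on either side; apart from Sirt1, the groups do not overlap in any row, and Rps13 shows 1 of its 3 Sirt1-deficient values apart from the other 2.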

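Of 154 measured genes of a list of ER protein processing, which holds genes of protein folding, transport and degradation at the endoplasmic reticulum, 15 were lower in the Sirt1-deficient pancreata, none was higher and 139 did not pass at an unadjusted p under 0.01 from limma, and 106 of the 154 had a negative fold change. Adjusted over the list alone, 9 were lower and none was higher; over all genes tested none passed. Hspa5, which encodes the main ER chaperone BiP, read 10.01 ± 0.12 (SD, n = 3) in the control and 9.36 ± 0.22 (SD, n = 3) in the Sirt1-deficient pancreata, a 1.56-fold decrease (log2 fold change -0.64, standard error 0.14, p = 0.00093 from limma; exact permutation test, p = 0.1, the smallest possible). The ER-associated degradation genes Syvn1 and Herpud1 were 2.02-fold and 1.42-fold lower. The lectin chaperone Calr was 1.45-fold lower, the disulfide isomerase Pdia3 1.41-fold and the chaperone Hyou1 1.46-fold, a call that held only without the control pancreas 2 or the Sirt1-deficient pancreas 3 when single arrays were left out. The coat proteins of ER-to-Golgi vesicles Sec24d (1.54-fold) and Sec23b (1.37-fold), the oligosaccharyltransferase subunit Stt3a (1.32-fold) and Wfs1, Ubxn4 and Derl2 (1.34-fold, 1.34-fold and 1.26-fold) were lower as well. The remaining members of the 15 were the cytosolic chaperones Hsph1, Hspa8 and Hsp90aa1, which were 2.40-fold, 1.58-fold and 1.58-fold lower and which also belong to a separately fixed list of the heat shock response. Hspa5, Syvn1, Sec24d, Hsph1, Hspa8 and Hsp90aa1 passed whichever array was left out. Hsp90b1, the ER chaperone GRP94, had a log2 fold change of -0.45 (standard error 0.19, p = 0.0374 from limma; exact permutation test, p = 0.2) and did not pass.
The 15 genes compared with 2.51 expected by chance, an odds ratio of 6.76 (1-sided Fisher's exact test, p = 3.54e-08, adjusted p = 1.42e-07 over 4 lists). The paper listed these pathways because they were enriched in the same arrays, so this enrichment is not independent evidence. Fisher's test also takes genes as independent, while the genes of this list had an estimated correlation of 0.261. All members together had a median log2 fold change of -0.062 and lay lower than other genes by camera (adjusted p = 5.96e-05 with a preset correlation). With an estimated correlation the adjusted p was 0.644, so this call is lost. The shift of ER protein processing (as in the KEGG pathway) was a median of -0.033 without the control pancreas 3, -0.10 without the control pancreas 2 and -0.11 without the Sirt1-deficient pancreas 3, and -0.10 with array weights. The array means of the list, centred on each gene's mean, were 0.112, -0.028 and 0.096 in the control and -0.094, -0.090 and 0.004 in the Sirt1-deficient pancreata. Immediate-early genes moved with the same contrast: 4 of 19 were lower and none higher (camera adjusted p = 1.19e-10, and adjusted p = 0.483 with an estimated correlation). Without the Sirt1-deficient pancreas 1, 7 genes of the list passed, and 8 without the Sirt1-deficient pancreas 2 or the control pancreas 1, where the odds ratio for the enrichment of ER protein processing was 4.30, 4.24 and 3.94. From the enrichment of this pathway among the differentially expressed genes, the paper reasons that ER protein processing was affected in Sirt1-deficient animals and, as such mechanisms regulate beta-cell function, went on to examine ER chaperones in islets.

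**Figure D2:**
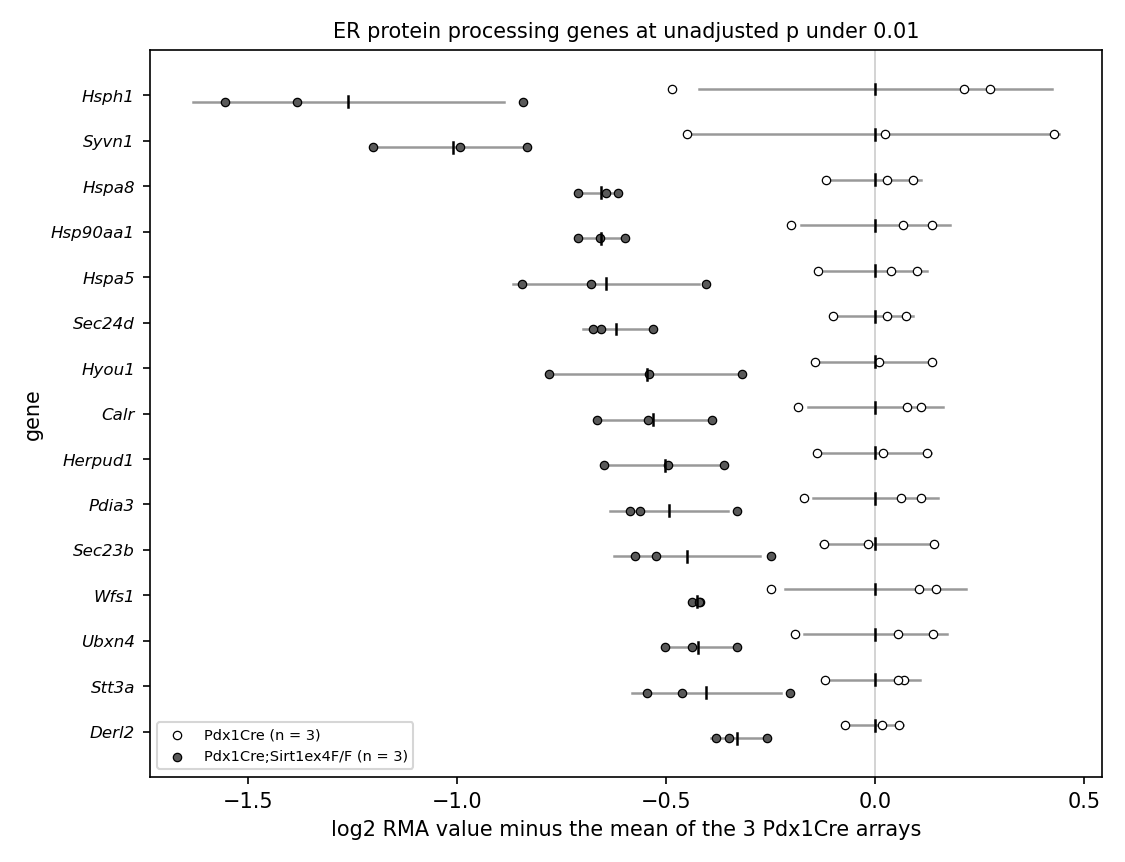
Per-array log2 RMA values of the 15 ER protein processing genes at an unadjusted p under 0.01, each minus the mean of the 3 control arrays (x axis, log2 units; 1 gene per row). Open circles are control and filled circles Sirt1-deficient pancreata (n = 3 each), vertical ticks are means and lines span 1 SD on either side; the Sirt1-deficient values lie between -1.56 and -0.20 and below all control values of the same gene.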

Along the same line, ‘Unfolded Protein Response’ (UPR) showed a trend for enrichment (Fig 3A). These are mechanisms well known to regulate beta-cell function [13] that we further explored. Indeed, in the islets of Pdx1^Cre^; Sirt1^ex4F/F^ mice we found reduced gene expression of several endoplasmic reticulum (ER) chaperones, including *Hspa5*, *Hsp90b1*, *Pdia4* and *Hyou1*, and the protein folding gene *Fkbp11* (Fig 3B). 

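Of 79 measured genes of an Unfolded Protein Response list, 7 were lower in the Sirt1-deficient pancreata and none was higher at an unadjusted p under 0.01 from limma; 72 did not pass. Adjusted over the list alone, 4 were lower; over all genes tested none passed. Of the 7, Hspa5, Hyou1, Calr, Syvn1, Herpud1 and Wfs1 were already counted among the lower ER protein processing genes. The remaining gene was Pdia5, a disulfide isomerase. It read 6.46 ± 0.21 (SD, n = 3) in the control and 5.97 ± 0.23 (SD, n = 3) in the Sirt1-deficient pancreata. Xbp1, the transcription factor of the IRE1 branch, had a log2 fold change of -0.02 (standard error 0.10, p = 0.822 from limma; exact permutation test, p = 0.7) for all its transcripts, as the array does not separate the spliced form. Of 44 ER chaperones, disulfide isomerases and degradation factors, listed without the genes of Fig. 3B, 9 were lower and none higher, with a median log2 fold change of -0.14. Of these 9, Syvn1, Calr, Herpud1, Pdia3, Derl2 and Pdia5 were already counted in the lists above. Manf, a secreted ER stress protein and another of the 9, was 1.43-fold lower and passed whichever array was left out. Pdia5 passed only without the control pancreas 2 or the Sirt1-deficient pancreas 3. Of 29 targets of the integrated stress response, which runs through ATF4 and CHOP, 1 was lower, the cystine transporter gene Slc7a11, and none was higher. The shift of integrated stress response (ATF4 and CHOP) targets was a median of -0.043 (camera adjusted p = 0.44). It was -0.13 without the control pancreas 2, where it passed (adjusted p = 0.00709). The array means of these targets overlapped between the groups. Centred on each gene's mean, they were 0.092, -0.148 and 0.150 in the control and -0.133, 0.003 and 0.036 in the Sirt1-deficient pancreata. The 7 genes compared with 1.29 expected by chance, an odds ratio of 5.97 (1-sided Fisher's exact test, adjusted p = 0.000606). This pathway too was listed by the paper from the same arrays, so its enrichment is not independent evidence. The median of the list was -0.069 (camera adjusted p = 0.00185 with a preset correlation, and adjusted p = 0.732 with an estimated correlation). For the 44 ER chaperones, disulfide isomerases and degradation factors these were adjusted p = 4.42e-08 with a preset and adjusted p = 0.53 with an estimated correlation. As that list shares members with those above, its call is not separate support. Left out in turn, the control pancreas 3 and the Sirt1-deficient pancreata 1 and 2 each ended the enrichment of Unfolded Protein Response genes, with adjusted p = 0.108, 0.0588 and 0.112, and without the control pancreas 1 its odds ratio was 3.80. The shift of Unfolded Protein Response (as in the Reactome pathway) was lost without the control pancreas 1 (adjusted p = 0.0897), and its median was -0.12 without the Sirt1-deficient pancreas 3 and -0.10 with array weights.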

Protein expression analysis by immunofluorescence using an antibody anti-KDEL, a common motif in Bip/Hspa5 and Grp94/Hsp90b1 protein, showed reduced levels of these proteins in Sirt1-deficient beta-cells (Fig 3D). Again, the reduction in expression became more pronounced with age (S3 Fig). Expression levels of the spliced form of X-box binding protein 1 (Xbp-1) that can drive the transcription of ER chaperones [14] were unchanged (Fig 3C).

**Fig 3:**
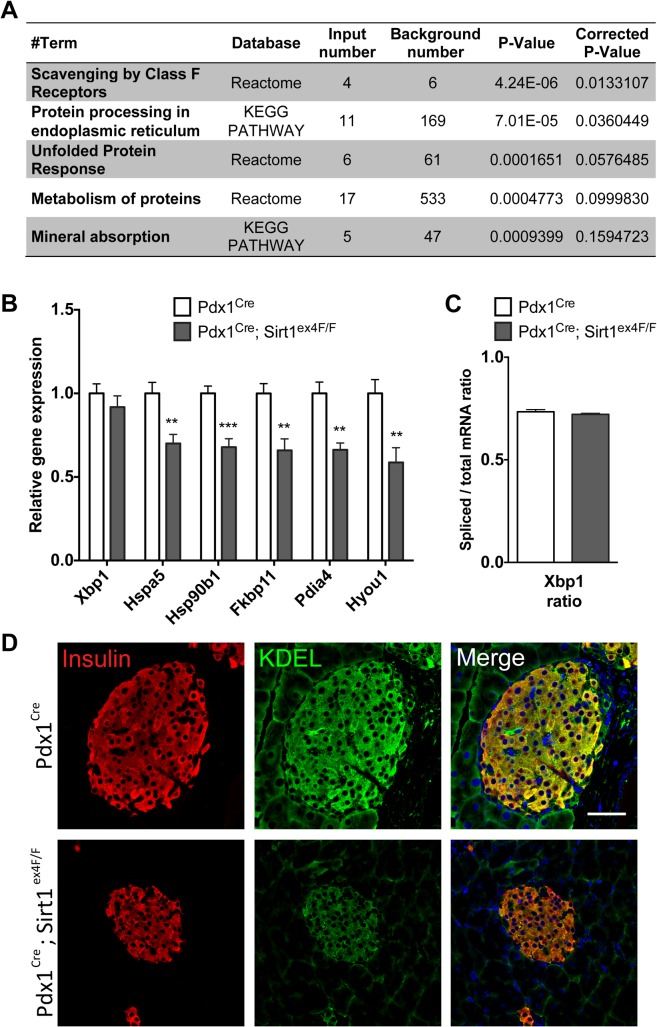
Pdx1^Cre^; Sirt1^ex4F/F^ islets have impaired expression of Endoplasmic Reticulum (ER) chaperone genes involved in the Unfolded Protein Response (UPR) pathway. A. Pathway enrichment analysis of genes differentially expressed in Pdx1^Cre^ vs Pdx1^Cre^;Sirt1^ex4F/F^ whole pancreata. (*n* = 3, p<0.001). B. UPR pathway gene transcript levels analyzed by RT-qPCR in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ isolated islets. Values are relative to the housekeeping gene. (*n*≥6, **p<0.01). C. *Xbp1* Splicing. *Xbp1* cDNA was amplified by PCR and digested with *PstI*. Spliced *Xbp1* lacks the restriction site and remains intact. Spliced (intact) and unspliced (cut) *Xbp1* were quantified by densitometry. The value obtained for spliced *Xbp1* was expressed as a ratio of the total (spliced + unspliced) *Xbp1* mRNA level for each sample. (*n*≥6). D. Immunofluorescence staining of Insulin and Bip/Hspa5 and Grp94/Hsp90b1 (anti-KDEL antibody) in islets of Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ animals. Nuclei are counterstained with DAPI. A representative picture is shown.

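The other pathways analysed here rest on few genes. Of 5 measured genes of scavenging by class F receptors, which take up chaperone-bound peptides, Calr and Hyou1 were lower at an unadjusted p under 0.01 from limma, none was higher and 3 did not pass; adjusted over the list alone, the count was also 2. The odds ratio was 40.5 (1-sided Fisher's exact test, adjusted p = 0.00341), and both genes are also members of the ER protein processing list. The median log2 fold change of the 5 genes was -0.45 (camera adjusted p = 0.00368 with a preset and adjusted p = 0.483 with an estimated correlation), and the shift of scavenging by class F receptors (as in the Reactome pathway) was -0.28 without the Sirt1-deficient pancreas 2. Of 37 measured genes of mineral absorption, 3 were higher, none was lower and 34 did not pass, and the 3 also passed when adjusted over the list alone. Mt2, the second of the main metallothioneins, read 10.46 ± 0.12 (SD, n = 3) in the control and 11.29 ± 0.01 (SD, n = 3) in the Sirt1-deficient pancreata, 1.78-fold higher. Mt1, which lies beside it in the genome (assembly GRCm38.p6), was the second. The third, Slc46a1, a folate and heme transporter gene, was 1.38-fold higher, with a log2 fold change of 0.46 (standard error 0.12, p = 0.00394 from limma; exact permutation test, p = 0.1). Mt1 and Mt2 passed whichever array was left out, and Slc46a1 only without the control pancreas 3 or the Sirt1-deficient pancreas 1. The median log2 fold change of the list was -0.031 and its mean 0.053, while camera ranked it upward (adjusted p = 0.306). The odds ratio of mineral absorption was 5.37 (1-sided Fisher's exact test, adjusted p = 0.0221). Without the Sirt1-deficient pancreas 2 no class F gene passed, and the enrichment of class F receptors was also lost without the control pancreas 1 or 3 or the Sirt1-deficient pancreas 1 (adjusted p = 0.0906, 0.0943 and 0.0588). The enrichment of mineral absorption was lost without the control pancreas 1 or 2 or the Sirt1-deficient pancreas 3 (adjusted p = 0.0943, 0.186 and 0.143). The lists stand in for the KEGG and Reactome pathways and were written from general knowledge, and 'Metabolism of proteins' was not analysed here. As the paper picked these pathways from the same arrays, their enrichment here is not independent evidence.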

Thus, our analyses uncovered that the defective GSIS of Sirt1-deficient beta-cells may be attributed to impaired glucose sensing together with deregulation of the UPR pathway.

### Pdx1^Cre^; Sirt1^ex4F/F^ mice do not develop hyperglycemia

Reduction of Glut2 expression and induction of ER stress often are attributed to glucose toxicity [13,15]. However, the Pdx1^Cre^; Sirt1^ex4F/F^ mice do not have higher, but lower fasting glycemia when assessed at different ages (Fig 4A). These results were intriguing given the impaired GSIS. Even when fed *ad libitum*, their glycemia was not higher than that of the controls at 6 months of age and was significantly lower at 1 year of age (Fig 4A). Serum insulin levels were similar between Pdx1^Cre^; Sirt1^ex4F/F^ and controls both in fasting and *ad libitum* conditions (Fig 4B). Only when challenged by an intraperitoneal (i.p.) glucose bolus, we found decreased glucose tolerance in the mice (Fig 4C). No difference in glycemia was measured when insulin was administered i.p. (S4 Fig). These results indicate that the Sirt1-deficient mice have impaired beta-cell function, which becomes apparent under supra-physiological challenges and not when the mice have normal food intake. Of note, the daily food consumption in the *ad libitum* group did not differ between controls and Sirt1-deficient mice (Fig 4D) and, accordingly, body weight did not differ (Fig 4E). All mice were in healthy condition during the period of the study (up to 1 year).

**Fig 4:**
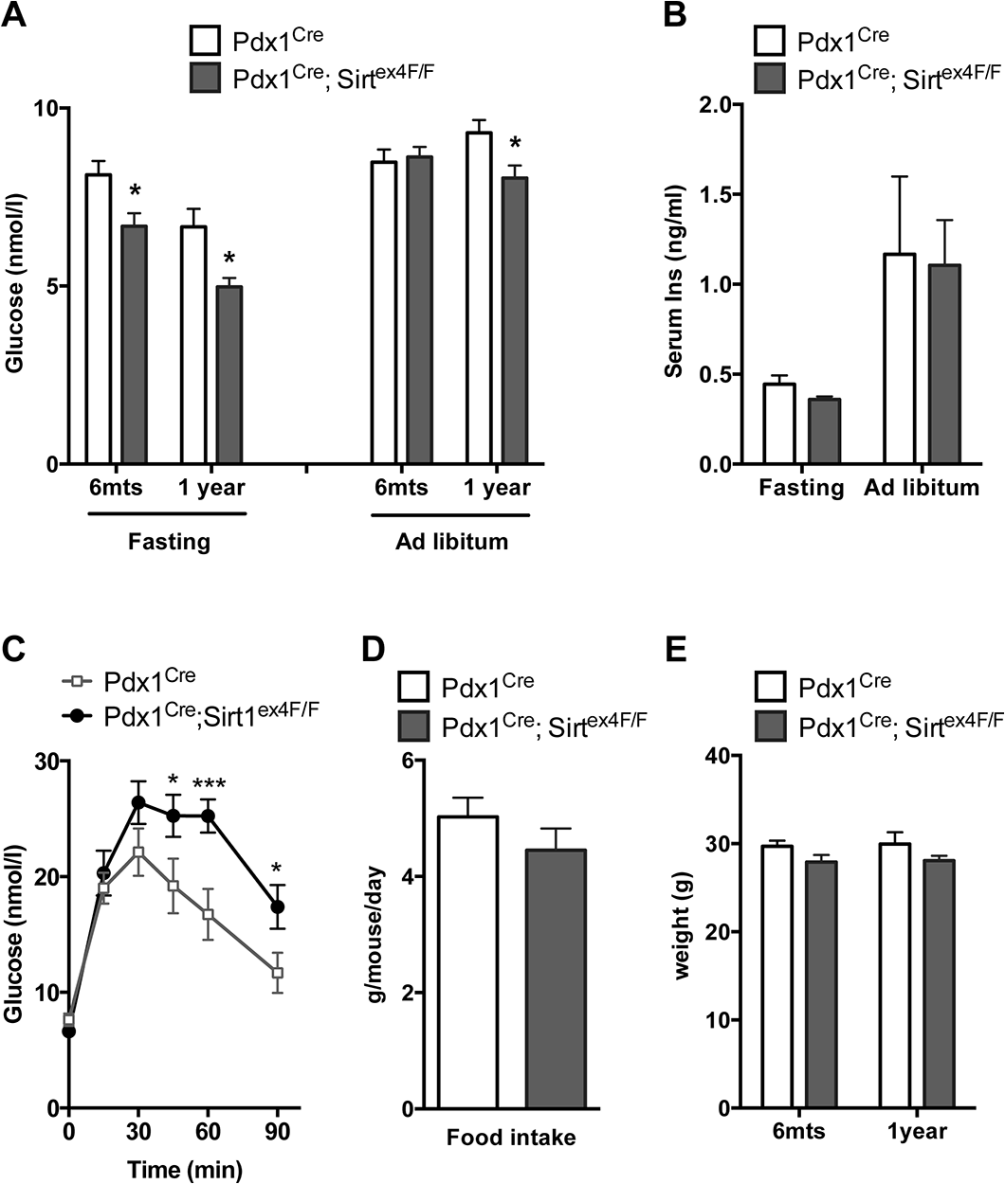
Pdx1^Cre^; Sirt1^ex4F/F^ animals have impaired insulin secretion but are not hyperglycaemic. A. Blood glucose levels of 6-month (*n≥*9) and 1-year-old (*n≥*5) Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals after 16h of fasting or when fed *ad libitum* (*p<0.05). B. Serum insulin levels in 6-month-old Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals after 16h of fasting or when fed *ad libitum* measured by ELISA (*n≥*9). C. *In vivo* glucose tolerance test in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals. After 16h of fasting, animals were given an intraperitoneal injection of 2 g/kg of glucose solution and blood glucose was measured at different time points. (*n* = 6, *p<0.05, ***p<0.001). D. Quantification of daily food intake in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals. (n = 10). E. Body weights of 6-month (n≥14) and 1-year-old (n≥5) Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals after 16h of fasting. (*p<0.05).

### Pdx1^Cre^; Sirt1^ex4F/F^ mice present a reduced number of islet PP-cells

To further explore the context of the observations above on blood glucose homeostasis, we assessed the gene expression of other islet hormones (Fig 5A). Whereas there are tendencies for decreased expression in glucagon (*Gcg*) and somatostatin (*Sst*), only polypeptide Y (*Ppy*) gene expression was significantly reduced. In agreement, the area of pancreatic polypeptide (PP) positive cells relative to insulin area was strongly reduced in Pdx1^Cre^; Sirt1^ex4F/F^ animals (0.0038 ± 0.0011) compared with controls (0.011 ± 0.0014) (Fig 5B and 5C). The latter result underscores that pancreatic Sirt1-deficiency not only impacts on beta-cell function but also on the number of PP-cells.

**Fig 5:**
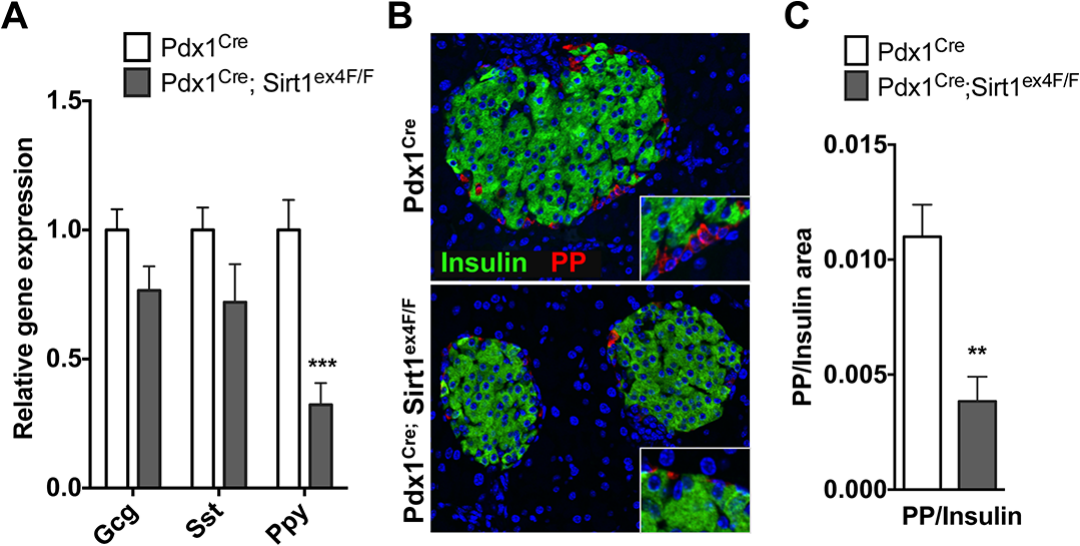
Sirt1 deficient islets present reduced expression of pancreatic polypeptide and a marked reduction of PP-cell number. A. Endocrine hormone transcript levels analyzed by RT-qPCR in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ isolated islets. Values are relative to the housekeeping gene. (*n*≥6, **p<0.01, ***p<0.001). B. Immunofluorescence staining of Insulin and Pancreatic Polypeptide (PP) in islets of Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ animals. Nuclei are counterstained with DAPI. A representative picture is shown. C. Quantification of PP^+^ area relative to Insulin^+^ area performed with IPlab 4.0 software. (*n* = 6, **p<0.01).

## Discussion

In this study we showed that Pdx1^Cre^; Sirt1^ex4F/F^ mice presented with a normal insulin producing cell mass and normal islet size but impaired islet function. Our data confirm two previous reports from Bordone *et al*. and Luu *et al*. [5,6] where a similar phenotype was described and, in addition, no impairment of ion channel function or cellular depolarization, or no effect on total insulin content was found. In contrast to these two studies and to our current findings, Wang *et al*. reported tremendous effects of Sirt1 depletion in the pancreas, with striking reduction in islet number, and consequently high mortality due to severe hyperglycemia [9]. We note that the latter study used a deletion of exons 5 and 6 of the Sirt1 gene. Bordone *et al*. also used deletion of exons 5/6 [5], whereas Luu *et al*. [6] and ourselves used a deletion of Sirt1 exon 4. Exons 4–8 code for the core catalytic domain of Sirt1 but the exon 4 deletion results in a truncated protein that is expressed at low levels (S1B and S1C Fig) whereas in the exons 5/6 deletion studies there is no expression of a truncated protein [16,17]. It was already noticed in whole body knock-out and liver-specific knock-out studies that the exons 5/6 deletion has more severe consequences than the exon 4 deletion [16,18]. Wang *et al*. also used a different Pdx1 line to drive Cre recombinase expression to the pancreas, i.e. a Cre-driver from a 5.5kb fragment containing the Pdx1 promoter that is expressed in all epithelial cells in the pancreas [16]. We used a Cre-driver based on a 4.5 kb fragment of the same promoter [19] that results in a more mosaic expression, especially in the exocrine tissue (S1 Fig). The vast majority of the endocrine islet cells, though, seem to have recombination, in agreement with the near complete suppression of Sirt1 expression (Fig 1A). Still, the differences in experimental design could have contributed to the observed discrepancies. Nonetheless, given the hyperglycemic state of the mice in the Wang *et al* study, their reported changes in insulin cell differentiation may be a consequence rather than a cause of diabetes since it is well known that high glucose negatively affects beta-cell differentiation [15,20,21].

Whereas our observation on the GSIS defect agreed with Bordone *et al*. [5] who used the whole body Sirt1^exon5/6^ knock out mouse, they attributed this effect to altered Ucp2 expression, which we could not confirm, and neither did Luu *et al*. who studied loss of Sirt1 in a beta-cell line MIN6 [6]. We did not observe a significant change in the expression of mitochondrial and lipid metabolism genes such as *Tfam*, *Pparg*, *Ppargc1a* and *Fasn* in contrast to the findings in MIN6 cells[6]. Of note, our study uses a pancreas-specific Sirt1 deficiency and isolated islets thereof, which provides a more physiological model than the insulinoma-derived MIN6 cell line and which eliminates effects from Sirt1 deletion outside the pancreas.

We discovered that the expression of the glucose transporter Slc2a2/Glut2, essential for adequate response to glucose [12], was strongly reduced in the beta-cells of Pdx1^Cre^;Sirt1^ex4F/F^ mice. Moreover, UPR signaling that protects the cells against misfolded proteins in the ER [13], was attenuated as evidenced by reduced expression of ER chaperones. In the liver, Sirt1 was already found to be a negative regulator of UPR signaling and overexpression of Sirt1 alleviated ER stress [22]. Beta-cells depend on efficient ER function as they synthesize and secrete large amounts of insulin. Indeed, the loss of adaptive UPR has been associated with altered beta-cell function, loss of differentiation and progression to diabetes [13]. The expression of spliced Xbp1, which is an important regulator for a subset of UPR target genes [14], was not altered in Sirt1-deficient animals. Mice with loss of this key regulator of the UPR have also been shown to present a reduction of Slc2a2/Glut2 in the membrane of beta-cells [23], similar to our observations. It could still be that Xbp1 acetylation was affected in the Sirt1-deficient cells since Sirt1 regulates XBP1 through deacetylation [24], a hypothesis which could be pursued in future studies. In conclusion, we provided insights implying Sirt1 in the regulation of glucose sensing and UPR signaling in islets, mechanisms that were previously unrecognized. Studying the underlying effects of altered acetylation and their exact inter-regulatory mechanisms will be important in the future.

Interestingly, we clearly showed that Pdx1^Cre^; Sirt1^ex4F/F^ mice do not develop hyperglycemia when kept under normal conditions and even present lower glycemia when fasting and in 1 year old *ad libitum* conditions. This eliminates hyperglycemia as a causal factor in the reduction of Glut2 expression and in the induction of ER stress. In the full body Sirt1 knock-out mouse, the absence of elevated blood glucose was noted and attributed to possible effects of Sirt1 deficiency in peripheral tissues [5], a hypothesis that we can refute in our model since we studied a pancreas-specific deletion of Sirt1. In a recent report, where Sirt1 deletion in the adult islets was obtained by use of a tamoxifen-inducible Pdx1^CreER^ driver, a trend of lower blood glucose levels is shown but without further discussion [6]. Again, this observation corroborates our finding in a slightly different experimental model, i.e. Pdx1^CreER^ that specifically recombines in the pancreatic islets upon tamoxifen administration versus our Pdx1^Cre^ where the pancreatic epithelium is targeted from embryonic development on. It was only Wang *et al*. whoreported severe hyperglycemia upon Sirt1 deletion [9]. In a gain of function approach with beta-cell-specific Sirt1-overexpressing mice, insulin secretion is increased and the mice show improved glucose tolerance but, again, no difference was observed in unchallenged blood glucose levels [8]. In conclusion, the present study is the first to clearly highlight that pancreas-specific Sirt1 loss does not result in hyperglycemia, despite having compromised beta-cell function. This suggests that there may be alterations in the other (non-beta) endocrine cells that offer a counter regulation.

Of all the islet hormones, PP was remarkably decreased in the Pdx1^Cre^; Sirt1^ex4F/F^. A novel role for PP-cells may emerge, a cell type of which not much is documented besides that these cells release PP in response to hypoglycemia. The PP hormone mainly regulates gastric juice secretion and reduces appetite. However, with the lower PP in the Sirt1-deficient mice, we did not measure a difference in food intake and, accordingly, no difference in body weights. Interestingly, at young age, mice deficient in Npy6r, the main PP receptor in the brain, present with improved glucose homeostasis despite lower serum insulin concentrations [25]. We speculate that lower PP secretion in the Sirt1-deficient mice could contribute to the control of blood glucose levels.

This study revealed a collection of novel mechanistic insights on the complex role of Sirt1 in pancreatic islets, which is important to advance therapeutic approaches in diabetes.

## Supporting Information

S1 Fig A. Lineage tracing of EYFP expression using immunhohistochemistry (anti-GFP antibody, rabbit polyclonal, A11122, Molecular probes) in pancreatic tissue from Pdx1^Cre^ and Pdx1^Cre^; R26R^EYFP^ mice, shows that Cre recombinase is active specifically in pancreatic cells (endocrine and exocrine). B. Sirt1 transcript levels analysed by RT-qPCR in total pancreas of Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ animals. Values are relative to the housekeeping gene. (n = 4, **p<0.01). C. Protein expression analysed by western blot in total pancreas of 6-month-old Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ mice. Anti-Sirt1 (rabbit polyclonal, HPA006295, Sigma-Aldrich) and anti-Beta-actin (mouse monoclonal, AC5441, Sigma-Aldrich) antibodies were used.
(TIF)

S2 Fig Immunofluorescence staining of Insulin and Slc2a2/Glut2 in islets of Pdx1^Cre^;Sirt1^ex4F/F^ animals compared with control animals at different ages. Nuclei are counterstained with DAPI. A representative picture is shown.
(TIF)

S3 Fig Immunofluorescence staining of Insulin and Bip/Hspa5 and Grp94/Hsp90b1 (anti-KDEL antibody) in islets of Pdx1^Cre^; Sirt1^ex4F/F^ animals compared with control animals at different ages. Nuclei are counterstained with DAPI. A representative picture is shown.
(TIF)

S4 Fig *In vivo* insulin tolerance test in Pdx1^Cre^ and Pdx1^Cre^; Sirt1^ex4F/F^ male animals. After 16h of fasting, animals were given an intraperitoneal injection of 0.75U/kg of insulin and blood glucose was measured at different time points. (*n* = 6).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

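RNA from the whole pancreas of 3 Pdx1Cre and 3 Pdx1Cre;Sirt1ex4F/F male mice of 6 months was measured on Affymetrix GeneChip Mouse Gene arrays, 1 array per pancreas. The groups were taken from the sample labels and the paper's methods, which give the same numbers, and the 6 arrays of the table each matched 1 sample. The deposited values are log2 expression values that the authors made with the oligo package and the Robust Multi-array Average method (background correction, quantile normalization and summary per transcript cluster). Versions of these packages are not given in the sources used here. The authors then left out probes without gene annotation, tested the rest with limma, kept coding probes at p under 0.01 for the pathway analysis and tested KEGG and Reactome pathways with the hypergeometric test of KOBAS. The array intensities of single probes were not used here, so background, single exons and the summary over probes could not be varied.

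From these values, 22180 genes were tested, each by its transcript cluster with the highest mean over all arrays; 1082 genes had several clusters. The deposited table held 41345 clusters, of which 23521 had 1 gene symbol in the platform annotation, 1814 had several and 16010 had none; only the first were named. Symbols were compared with NCBI RefSeq genes of assembly GRCm38.p6 through their gene ID, which matched 23328 clusters, and none changed. The array table names no genome build, so no coordinates are given, and the assembly served only for names, gene types and the order of genes. Ucp2 and Pdia4, which the paper names, had no cluster with their symbol alone.

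Genotypes were compared with limma (version 3.58.1, R version 4.3.3), with lmFit and eBayes, as Pdx1Cre;Sirt1ex4F/F minus Pdx1Cre, without covariates. Every fold change, standard error and p of a single gene is from this fit. A gene passed at an unadjusted p under 0.01, the paper's threshold, and Benjamini-Hochberg adjusted p under 0.05 was also used. Before the data were examined, 42 gene lists (1145 entries) were written from general knowledge: 4 pathways of Fig. 3A, genes of the paper's other panels, ER, translation and stress genes, islet and exocrine genes, markers of other cell types, Sirt1-related and metabolic genes, and neighbours of Sirt1. Enrichment of these 4 pathways among genes that passed was tested with a 1-sided Fisher's exact test against all genes tested, adjusted over the 4. The paper picked these pathways from the same arrays, and the adjustment does not cover that choice. The shift of each list was tested with camera at a preset correlation of 0.01, adjusted over the 42 lists; 13 lists passed, and none with an estimated correlation. Fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes, called 1 list, the acinar digestive enzymes. The median of each list was set beside 10000 random lists of the same size matched on mean expression. Genes were named by a rule also set beforehand: every gene the paper names, the 12 higher and 12 lower genes with the largest change among those that passed without overlap of the groups (leaving out predicted, RIKEN, microRNA, small RNA, LOC, olfactory and vomeronasal names), and the up to 4 members of each list with the smallest p under 0.01, or every such member for the Fig. 3A lists. With 3 arrays per group, the smallest exact permutation p is 0.10, so limma's p-values rest on its model of the variance.

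The steps were tested on simulated data made from the means and spreads of the same 22180 genes. Of 67 genes changed by 0.5 on the log2 scale, 70.1% passed at an unadjusted p under 0.01, of 67 changed by 1, 89.6%, and of 66 changed by 2, 100%; after adjustment these shares were 25.4%, 74.6% and 98.5%. Of unchanged genes, 1.06% passed at the unadjusted threshold. The simulation draws genes independently of each other.

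The alternatives were another centring, a second quantile normalization, filters on dim genes, an intensity trend with robust moderation, array weights, the replicate number as a block, each array left out in turn, all transcript clusters or only protein-coding genes, the mean of a gene's clusters, other thresholds, another background or a single direction for the enrichment, and other gene set tests. The first principal component as a covariate was added after seeing the data. Dim genes were marked by the 95th percentile of the means of 1105 olfactory receptor genes, a log2 value of 4.66. The paper's measurements in isolated islets, by RT-qPCR, western blot or histology were not analysed here.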

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

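The splits for adjusted genes, ER protein processing genes and lists, the tests with the first principal component, the acinar genes and the mean of the immediate-early genes, the count of neighbouring pairs and the binomial step of the cell type test were chosen only after the result was seen.

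Outside the pathways the paper discusses, immediate-early genes had a median log2 fold change of -0.28, with 4 of 19 lower (Egr1, Fos, Dusp1 and Ccn1) and all 19 negative. Their camera adjusted p was 1.19e-10, against a lowest of 5.48e-05 in other splits of the arrays, and 0.483 with an estimated correlation. Heat shock response genes had a median of -0.29, with 5 of 16 lower, Chordc1 at -0.82 (standard error 0.12) among them. Their camera adjusted p was 4.42e-08, against a lowest of 0.00219 in other splits, and 0.483 with an estimated correlation. Of these 5, Hsph1, Hspa8 and Hsp90aa1 also belong to the ER protein processing list, so the heat shock result is not separate from that pathway. With the list of 44 ER chaperones, disulfide isomerases and degradation factors, these lists hold 79 genes with a median of -0.23. A smaller share of acinar cells would not give this alone. Acinar transcription factors and identity genes had a median of 0.036, with an SD of 0.14 over 16 genes. Only 0.419% of the variance of the first principal component lies between the groups, which argues against that component as the cause. What it adds to the log2 fold changes of these genes (median -0.0066, SD 0.010 over the 79 genes) rests on that balance. So does the fit with it as a covariate (median -0.24), and neither is further evidence. The second component separates the groups, so an unlabelled difference along it cannot be told apart from the genotype. With the mean of the immediate-early genes as a covariate, a reading of tissue handling at collection, the ER chaperone and heat shock lists had a median of -0.23 against -0.21 without it (adjusted p = 0.000208 and 0.123), but 78.9% of the variance of that mean lies between the groups, so handling and genotype cannot be told apart. An effect of Sirt1 deficiency, which the design names, stays open beside handling and was not tested apart from it.

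With 10 splits of the 6 arrays into 3 and 3, no share under 0.05 can be had. The real split gave 361 genes at p under 0.01 and the highest other 605, so that 2 of the splits gave as many. That other split sets the control pancreata 1 and 3 and the Sirt1-deficient pancreas 3 apart from the rest, along the first principal component, which points to a structure of the samples that the labels do not name. In that split the ER protein processing list had a lower camera p (adjusted p = 2.31e-06) than in the real one (adjusted p = 5.96e-05), although only 2 of its members passed. Of the 9 other splits, 3 shifted the ER protein processing list at an adjusted p under 0.05, 3 the heat shock list and 4 the immediate-early list. After adjustment 3 genes passed in the real split and 0 in every other; 15 ER protein processing genes passed against at most 3, and 13 lists were shifted against at most 12. For these 3 results 1 split, the real one, was as large.

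BC064078 (2.85), Bdh2 (1.85) and the long noncoding RNA Gm15915 (1.74), which passed after adjustment, are not discussed in the paper. The floxed strain is listed in the paper as of mixed strain origin, so a candidate explanation for some single genes is DNA of another strain that differs between the groups. Of genes at p under 0.01, 39 pairs lay within 5 tested genes of each other. In 10000 shuffles the mean was 25.9 and the 95% range 17 to 36 (permutation p = 0.011). Pairs whose symbols begin with the same letters were left out as a stand-in for gene families, a rule that does not catch Mt1 and Mt2. Segments of another strain would give such an excess, as would neighbours that are regulated together. Close to Sirt1 itself, 2 of its 100 nearest tested genes passed, an odds ratio of 1.23 (1-sided Fisher's exact test, p = 0.488), which is too few to decide. No biological explanation was tested for these genes.

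A candidate explanation for part of the differences is different amounts of other cell types in the pieces: of 12 lists of cell type markers, 3 had medians beyond the 95% range of random lists (0.0196 by a binomial test that takes lists and genes as independent). Endothelial cell markers had a median of 0.14 (camera adjusted p = 0.0016, and adjusted p = 0.483 with an estimated correlation). In controls 14 of 16 lay above the olfactory receptor level. The shift of endothelial cell markers was 0.087 without the control pancreas 2. Named like those of the other lists after their values were seen, the members with the highest array values were Eng, Cdh5 and Emcn. Eng read 7.39 in control pancreata (log2 fold change 0.10). Cdh5 read 7.03 in control and 7.35 in Sirt1-deficient pancreata and Emcn 6.70 and 7.14, and only Emcn passed. Adipocyte markers, led by Scd1 (8.50 and 8.91), Lpl (8.01 and 8.33) and Fabp4 (7.76 and 7.83), had a median of 0.086 (adjusted p = 0.0422, and adjusted p = 0.53 with an estimated correlation), the shift of adipocyte markers being lost without the control pancreas 1 (adjusted p = 0.149) or 3 (adjusted p = 0.119) or the Sirt1-deficient pancreas 3 (adjusted p = 0.308, median 0.026), with centred arrays, a second quantile normalization or all transcript clusters (adjusted p = 0.051, 0.0508 and 0.0899) or with array weights (adjusted p = 0.0643, median 0.054), and its median being 0.16 among genes above the median level. Fibroblast and stellate cell markers, led by Dcn (10.94 and 10.73), Vim (8.54 and 8.33) and Dpt (8.42 and 8.64), had a median of -0.11 (adjusted p = 0.0887), the shift of fibroblast and stellate cell markers passing without the control pancreas 3 (adjusted p = 0.0195) or the Sirt1-deficient pancreas 3 (adjusted p = 0.0101), with medians of -0.036 without the control pancreas 2 and -0.045 without the Sirt1-deficient pancreas 1. An effect of the genotype on these cells was not tested and stays open.

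Aminoacyl-tRNA synthetases had a median of -0.18 (camera adjusted p = 0.000423, and adjusted p = 0.609 with an estimated correlation), with Rars lower by -0.50 (standard error 0.11) and 16 of 18 negative. For cytosolic ribosomal proteins the median was -0.053 (adjusted p = 0.0325, and adjusted p = 0.53 with an estimated correlation), a call that was lost without the control pancreas 1 (adjusted p = 0.0901) or 3 (adjusted p = 0.135) or the Sirt1-deficient pancreas 3 (adjusted p = 0.324) or with array weights (adjusted p = 0.0605), and the shift of cytosolic ribosomal proteins was -0.087 without the control pancreas 2 and -0.084 with the mean of a gene's clusters. Acinar digestive enzymes had a median of 0.033 (adjusted p = 0.047, and adjusted p = 0.483 with an estimated correlation) with no member passing alone, 4 of 26 negative and the median within the 95% range of random lists (-0.047 to 0.045). All Sirt1-deficient array means of the list, centred on each gene's mean (0.041, 0.037 and 0.022), lay above all control means (-0.029, -0.030 and -0.041), and fry, which does not compare a list with other genes, gave adjusted p = 0.0097. Leaving out any single array ended the camera call (adjusted p from 0.0604 to 0.119), and the shift of acinar digestive enzymes passed with an intensity trend (adjusted p = 0.00037), array weights, the replicate number as a block and the mean of a gene's clusters but not with centred arrays, a second quantile normalization (adjusted p = 0.147, median 0.016), the filters on dim genes, all transcript clusters, protein-coding genes only or the first principal component as a covariate.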

How the results depend on the processing

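The enrichment of ER protein processing kept its call under every alternative tested for it except a restriction to higher genes. Enrichment was not tested at other thresholds. All of these enrichment tests take genes as independent, although the genes of this list had an estimated correlation of 0.261. The log2 fold change of Sirt1 was negative and did not pass under any alternative. The number of genes at unadjusted p under 0.01 was 248 to 472 with single arrays left out, 196 when all transcript clusters entered the fit, 1477 at p under 0.05, 76 at p under 0.001 and 541 with the first principal component as a covariate, an alternative chosen after seeing the data. The number of genes at adjusted p under 0.05 was 6 with centred arrays, 8 above the median level, 7 without the lowest 25% by mean, 13 with an intensity trend, 0 with all transcript clusters, 0 with protein-coding genes only, which leaves out BC064078 and Gm15915, and 0 to 5 with single arrays left out (0 without the Sirt1-deficient pancreas 1 or 3). With single arrays left out, the odds ratio was 3.94 to 6.08 for the enrichment of ER protein processing, 2.69 to 5.25 for the enrichment of Unfolded Protein Response, 0 to 36.6 for the enrichment of class F receptors and 2.63 to 7.89 for the enrichment of mineral absorption. Restricted to higher genes it was 0 for the first 3 of these, and restricted to lower genes 0 for mineral absorption, as all members that passed went one way; restricted to the direction in which they went it was 12.95, 11.2, 75.15 and 12.05 in that order. For mineral absorption it was 3.58 with array weights and 3.54 with the first principal component (adjusted p = 0.0592 and 0.0609) and 10.04 with all transcript clusters. For class F receptors it was 88.4 with the replicate number as a block, 75.5 with all transcript clusters and 61.02 with array weights, against 40.5, and for ER protein processing 4.45 among genes above the median level, against 6.76. The median shifts of -0.062 for ER protein processing, -0.069 for the Unfolded Protein Response and -0.45 for class F receptors lost their call with an estimated correlation (adjusted p = 0.644, 0.732 and 0.483), which leaves the medians as they are. Fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes, gave the same 3 lists adjusted p = 0.331, 0.448 and 0.107. The shift of Unfolded Protein Response (as in the Reactome pathway) was -0.116 to -0.0515 with single arrays left out. Where not said, the cause was not tested. Of 61 named genes that passed, 36 to 50 passed again with single arrays left out, and none changed sign. The replicate number as a block gave 373 genes at p under 0.01, 276 of them among the 361. Of the named genes 53 passed again with the block, the enrichments of the 4 pathways kept their calls, and so did the shifts of their lists apart from mineral absorption, which passed in neither fit. The deviations of equally numbered pancreata had correlations of -0.107, 0.164 and 0.163, and those of unequally numbered ones lay between -0.255 and 0.133. With so few pancreata per group these values cannot decide whether the numbers pair the samples. Signal over background limits the dimmest genes: 3 named genes (Pramel34, Zscan4b and Vcam1) lay under the level of olfactory receptors in both groups.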

Differences from the paper's values

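The paper's Fig. 3A gives about 4 genes for scavenging by class F receptors, read by eye, and 2 passed here. Of the alternatives set before the data were examined, array weights and the replicate number as a block gave 3, which falls within 1.5 times the paper's value, and the others did not. For mineral absorption the paper's Fig. 3A gives about 5 genes, read by eye, and 3 passed here; no alternative came within 1.5 times. With the first principal component as a covariate, chosen after seeing the values, class F receptors also had 3. The enrichment p before correction is given here in units of 1e-06. For class F receptors it is about 4.2 in Fig. 3A, read by eye, against 2557 here, and for mineral absorption about 940 in Fig. 3A, read by eye, against 22080 here, and no alternative came within 1.5 times of either. For ER protein processing it is about 70 in Fig. 3A, read by eye, against 0.0354 here, with only the fit without control pancreas 3 within 1.5 times (90.1). For the Unfolded Protein Response it is about 170 in Fig. 3A, read by eye, against 302.9 here, with only the fit with array weights within 1.5 times (118.8). Genes entered at an unadjusted p under 0.01, as in the paper's text, but the paper kept only coding probes and gives 257 genes. Here 361 genes entered in the main fit, noncoding ones among them, so the p-values rest on unlike gene sets. With protein-coding genes only, 343 genes entered. The p-values of the 1-sided Fisher's exact test, in the same units, were then 0.1356 for ER protein processing and 565.7 for the Unfolded Protein Response. For class F receptors and mineral absorption they were 3146 and 28960. None came within 1.5 times of Fig. 3A, so noncoding genes alone do not account for the differences. The lists used here stand in for the paper's databases.

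The paper reports a lower Sirt1 transcript level in total pancreas by RT-qPCR (S1 Fig), whereas its log2 fold change on the arrays was -0.11 (p = 0.343 from limma; exact permutation test, p = 0.3), negative under all alternatives.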

Other observations

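Several genes that the paper measured in isolated islets could be read in whole pancreas, where islet transcripts are diluted by exocrine tissue. The arrays do not separate islet from exocrine transcripts, so these values are not readings of islets alone. In control pancreata Glp1r read 10.25, Hspa5 10.01 and Fkbp11 9.51, all above Ins2 at 7.73. Gcg at 10.49 and Sst at 8.96 also read above Ins2. Values of different transcript clusters come from different probes, so they do not rank the amounts of different RNAs. Ppy, the pancreatic polypeptide gene, was 1.78-fold lower in the Sirt1-deficient pancreata, at 6.75 ± 0.27 (SD, n = 3) against 7.58 ± 0.23 (SD, n = 3), and Slc2a2, the glucose transporter gene, was 1.49-fold lower (log2 fold change -0.57, standard error 0.14, p = 0.00269 from limma; exact permutation test, p = 0.1). The log2 fold change of Slc2a2 did not pass without the control pancreas 1 or 3 or the Sirt1-deficient pancreas 1, at limma's 0.0112, 0.0109 and 0.0117. Gcg had a log2 fold change of -0.53 (p = 0.0399 from limma; exact permutation test, p = 0.2) and Sst one of -0.40 (p = 0.133; exact, p = 0.4), neither of which passed. Ins2 (0.06), Glp1r (0.14), Pdx1 (0.06), Mafa (-0.06), Neurod1 (-0.09), Abcc8 (0.07), Pcx (0.09), Gpd2 (0.01), Pparg (-0.06), Ppargc1a (-0.26), Fasn (0.04), Tfam (0.03) and the folding gene Fkbp11 (-0.04) had log2 fold changes that did not pass. Of 22 islet hormone and granule genes only Ppy passed, and their median was -0.24 (camera adjusted p = 0.021, and adjusted p = 0.732 with an estimated correlation). The shift of islet hormones and secretory granule genes did not pass without the control pancreas 1 or 3 or the Sirt1-deficient pancreas 3 (adjusted p = 0.118, 0.659 and 0.196), and its median was -0.091 without the control pancreas 3 and -0.42 without the control pancreas 2. Isl1, an endocrine transcription factor gene, was 1.42-fold lower, and no other of 15 such genes passed; with single arrays left out it passed only without the control or the Sirt1-deficient pancreas 3. The shift of endocrine transcription factors was a median of -0.093 (camera adjusted p = 0.0703), and passed only without the Sirt1-deficient pancreas 1 (adjusted p = 0.0468). Of the genes of Fig. 2C, 1 of 6 passed (Slc2a2), and of those of Fig. 2A none of 4. Of the 4 measured genes of Fig. 3B other than Xbp1, Hspa5 and Hyou1 passed, and their median was -0.50 (camera adjusted p = 0.00114, and adjusted p = 0.53 with an estimated correlation).

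Among metabolic genes, Cpt1a, the carrier enzyme of mitochondrial fatty acid oxidation, was 1.51-fold higher in the Sirt1-deficient pancreata and Acot2, a mitochondrial thioesterase gene, 1.40-fold higher; 18 of 20 genes of fatty acid oxidation did not pass (camera adjusted p = 0.957). Of 24 genes of lipid and cholesterol synthesis, Elovl5 and Acacb were 1.36-fold and 1.29-fold higher and Insig1, a sterol-regulated ER protein gene, was 1.40-fold lower (camera adjusted p = 0.44 for the list). Aqp8, a water channel gene of acinar cells, was 1.31-fold higher, the only one of 16 acinar transcription factor and identity genes to pass. Txnip, a glucose-responsive gene listed among FoxO targets, was 1.57-fold lower and Bhlhe40, a clock gene, 1.28-fold lower, each the only member of its list to pass, as was Vcam1 among 21 NF-kB and inflammatory genes, which at 4.54 and 4.10 lay below the 95th percentile of olfactory receptor genes (4.66) in both groups, so its value is less certain. With single arrays left out Elovl5 passed each time, Acacb at no time, Aqp8 and Bhlhe40 only without the Sirt1-deficient pancreas 3, and Cpt1a, Acot2, Insig1 and Txnip for some arrays. Of 16 interferon-induced genes none passed, with a median of 0.12 (camera adjusted p = 0.131) that lay beyond the 95% range of random lists (-0.10 to 0.065). The shift of interferon-induced genes passed among genes above the median level, among protein-coding genes and without the Sirt1-deficient pancreas 1 (adjusted p = 0.0278, 0.0472 and 0.0468), and its median was 0.048 without the Sirt1-deficient pancreas 3. Apart from the endothelial list, the only cell type marker to pass was Ambp, of 18 duct cell markers, 1.32-fold lower. The shift of macrophage and monocyte markers (median -0.054, camera adjusted p = 0.655) passed only without the Sirt1-deficient pancreas 3 (median -0.19, adjusted p = 0.0139). No gene of 17 in the list of sirtuins and NAD metabolism, of 17 p53 targets, of 54 nuclear genes of oxidative phosphorylation or of 24 cell cycle genes passed at p under 0.01 from limma, and the camera adjusted p of these lists lay at 0.978, 0.301, 0.957 and 0.775. None of 32 listed genes close to Sirt1 passed (median -0.055, camera adjusted p = 0.44). On the chromosome that carries Sirt1, 1.33% of 1054 genes passed, against 1.65% elsewhere (2-sided Fisher's exact test, p = 0.532).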
